A study of Homo sapiens with 24 samples. Its data were reported in "An updated comparison of microarray and RNA-seq for concentration response transcriptomic study: case studies with two cannabinoids, cannabichromene and cannabinol" (2025).

How the data were processed

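The series held 24 arrays of human hepatocytes derived from induced pluripotent stem cells (iCell Hepatocytes 2.0, FUJIFILM Cellular Dynamics), exposed from day 6 of culture for 24 h to CBC at 7 concentrations from 0.1 to 40 µM, or to vehicle (control). The source names of the arrays spell the compound CBCa (21 arrays) or CBCs (3 arrays), while other labels of every array name CBC, which was taken as the compound. Each of the 8 groups had 3 arrays, which the labels call biological replicates. Total RNA was labelled with biotin by in vitro transcription from the 3 prime end and hybridised to PrimeView human arrays. The authors checked the quality of the arrays and made the deposited log2 values with the robust multi-array average (RMA) method in Transcriptome Analysis Console: background adjustment, quantile normalization between arrays and summary of probes to probe sets. No scanner files were used here. Quantile normalization sets the distribution of all arrays equal, so a change of all genes together would not be visible.

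The table held 49395 probe sets without missing values. The 102 Affymetrix control probe sets were set aside, which left 49293. By the annotation of the array, 44988 of these belonged to 1 gene, 1832 to several and 2473 to no named gene. The log2 values of the probe sets of 1 gene were averaged, which gave 18132 genes, 6398 of them with 1 probe set and the others with 2 to 21. Gene symbols were checked through Entrez identifiers, and 0 changed.

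Each concentration was compared with control, and 40 with 20 µM, in 1 linear model of all 24 arrays with the 8 groups as its only term (limma, lmFit and eBayes, 20.2 degrees of freedom per gene). A gene was called at a Benjamini-Hochberg adjusted p under 0.05 over all genes of the comparison and a fold change over 1.5 in either direction. Tests were two-sided. A change of a named gene from a group mean below the median of 23 background probe sets (3.52) is given as a lower bound, counted from that median. The study gave a p under 0.05 with that fold threshold and named no adjustment. This was taken as an unadjusted p and run as an alternative. The replicate numbers were not a term of the model, since nothing in the labels pairs the arrays: profiles of arrays with the same number, after removal of group means, had a mean correlation of 0.030 against -0.015 for other pairs (between single exposed groups and control, means from -0.00026 at 40 µM to 0.209 at 5.0 µM), and the best match of another group had the same number for 11 of 24 arrays. A fit with replicate number as a block was an alternative.

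Gene lists (33) were fixed from textbook knowledge before the data were examined, as were the comparisons, thresholds, rule for named genes and most other settings tried. They cover hepatocyte functions, lipid metabolism, xenobiotic and stress responses, inflammation, proliferation, energy metabolism, the endocannabinoid system, other cell types and housekeeping. Of 590 members, 538 had a named probe set. Lists were tested with camera (limma) at a preset correlation of 0.01, with p adjusted over all lists and the 7 concentrations together, and separately over lists for 40 against 20 µM. Beside it, camera ran with a correlation estimated per list and adjusted in the same way, and fry tested whether the genes of a list move, on balance, 1 way, without comparing them with other genes. Counts of called members were also made with p adjusted over the list alone.

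The rule for named genes took, at 40 µM, the 10 highest and 10 lowest log2 fold changes among called genes and up to 4 called members per list by the size of the moderated statistic. It took the 5 highest and 5 lowest at 20 µM and for 40 against 20 µM, the 3 highest and 3 lowest at each lower concentration, the 5 lowest BMC among genes called at 40 µM, and up to 10 genes called at 3 or more concentrations in 1 direction. Other genes were named only where a count had few members, and these were chosen after their values were seen.

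PCA was run on probe sets, centred and not scaled. For BMC, probe sets were first filtered by a two-sided Williams trend test with 100 permutations of the arrays (the smallest p they can give is 0.009901), an unadjusted p under 0.05 and a fold change over 1.5 at 1 or more concentrations. Linear, quadratic, power, Hill and exponential models were fitted by least squares with a grid search over shape parameters, and the best was taken by the Akaike information criterion. The benchmark response was 1.349 times the residual SD. A BMC was kept between 0.01 and 40 µM, with a goodness-of-fit p of 0.1 or more and ratios of at most 20 to the lower bound (BMCL), 20 from the upper bound (BMCU) and 40 between them. Bounds came from the profile likelihood at 90%. Probe sets of 1 gene were averaged. The grid (160 positions, 700 concentrations) was made finer after results of a coarser one and tests on simulated data had been seen, and a coarser grid (40 positions, 240 concentrations) was kept as an alternative.

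Both procedures were tested on simulated data. For 200 genes changed by 1 or 2 on the log2 scale between 40 µM and control, limma recovered 100% with 0 false calls. Both sizes lie well above the fold threshold (0.585 on the log2 scale), so recovery of changes near it was not tested. Estimated BMC had medians of 0.961 (linear) and 0.906 (Hill) of the true value, and the 90% bounds held it in 81.8% and 61.2% of probe sets, so the bounds are too narrow. Of flat probe sets, 4.5% had a trend p under 0.05.

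The other settings fixed in advance were the brightest probe set per gene, single probe sets, removal of genes below the 40th percentile of mean signal (5.99), a fit of only the groups compared, eBayes with trend and robust settings, array weights, arrays centred on the housekeeping list or on their median, the replicate block, the threshold of the study, no fold threshold, and leaving out each array in turn. Lists, trend, BMC and PCA had their own, given with their effect in the closing section. Overlaps between concentrations that share controls were set against unchanged groups simulated with the residual spread of each gene. Added after seeing the data were a fit without the 40 µM arrays, the 9 arrays from 0.1 to 1.0 µM as the reference, and the coarser grid.

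Software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.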

Results

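Affymetrix PrimeView arrays measured the RNA of human hepatocytes derived from induced pluripotent stem cells. The cells were exposed for 24 h to cannabichromene (CBC), a cannabinoid of hemp, at 7 concentrations from 0.1 to 40 µM, or to vehicle alone (control). The labels name 3 biological replicates in each of the 8 groups, 24 arrays in all. The deposited log2 values ran from 2.65 to 14.99, and array medians lay between 6.79 and 6.84. Values below are log2 fold changes against control with their SE, n = 3 arrays per group, unless stated otherwise, and the number of arrays limits their precision. For a gene with several probe sets, the SE is that of their average and does not show how far the probe sets differed. The correlation between arrays was 0.997 to 0.998 within groups and 0.977 to 0.998 between groups. The closest array came from the same group for 16 of the 24 arrays, against 8.70% of the other arrays by chance. It did so for all 3 arrays at 1.0, 10, 20 and 40 µM, for 2 of 3 in the control and 0.1 µM groups, and for 0 of 3 at 0.5 and 5.0 µM.

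The overall pattern of expression across concentrations was described by principal component analysis (PCA). The 40 µM arrays stood apart on the first component (PC1), with a mean score of 79.6 ± 3.08 (SD, n = 3), and the 20 µM arrays came next at 4.82 ± 1.92. Control arrays had a mean of -8.87 ± 4.29. The means of the 3 lowest concentrations lay on the far side of the controls, at -18.2 (0.1 µM), -20.2 (0.5 µM) and -17.5 (1.0 µM), and those at 5.0 and 10 µM at -11.7 and -7.90. PC1 held 61.1% of the variance, PC2 6.98% and PC3 3.76%. When probe sets were scaled to unit variance, PC1 held 31.4%.

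**Figure D1:**
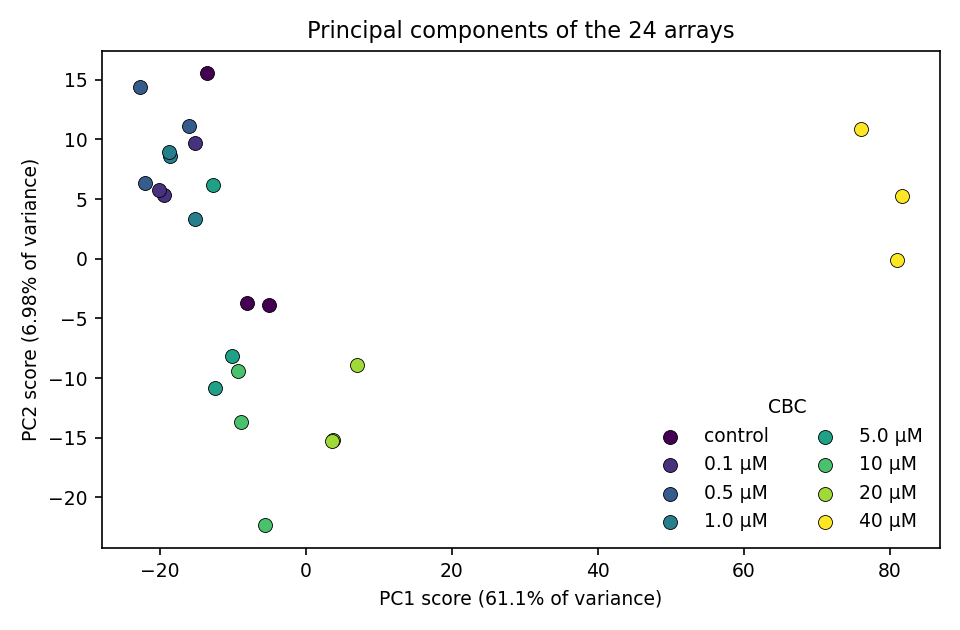
Scores of the 24 arrays on PC1 (61.1% of the variance) and PC2 (6.98%), coloured by CBC concentration, 1 point per array. The 3 arrays at 40 µM lie between 76.0 and 81.7 on PC1, and every other array lies at or below 7.04.

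The number of called genes was small up to 10 µM and rose steeply at the highest concentrations. At 40 µM, 1531 of 18132 genes passed an adjusted p under 0.05 and a fold change over 1.5, with 718 higher and 813 lower. At 20 µM, 97 genes passed, 26 higher and 71 lower. The counts were 17 at 10 µM (4 higher, 13 lower), 2 at 5.0 µM (both lower), 7 at 1.0 µM (all lower), 26 at 0.5 µM (2 higher, 24 lower) and 6 at 0.1 µM (1 higher, 5 lower). Of all genes, the 3 exposed arrays lay beyond all 3 control arrays for 18.5% at 0.1 µM, 19.9% at 0.5 µM, 16.8% at 1.0 µM, 13.7% at 5.0 µM, 24.8% at 10 µM, 25.8% at 20 µM and 49.1% at 40 µM, where chance gives 10%. Among called genes, arrays overlapped those of control for TCIM at 20 µM and for AKR1B10, CLTRN, CXCL10, DKK1, DUSP6 and SPP1 at 0.5 µM. With the fold threshold left out, the adjusted p alone called 7882 genes at 40 µM, 1883 at 20 µM, 807 at 10 µM, 19 at 5.0 µM, 115 at 1.0 µM, 860 at 0.5 µM and 209 at 0.1 µM. At the level of single probe sets, the counts were 4697 at 40 µM, 317 at 20 µM and 52 at 10 µM.

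**Figure D2:**
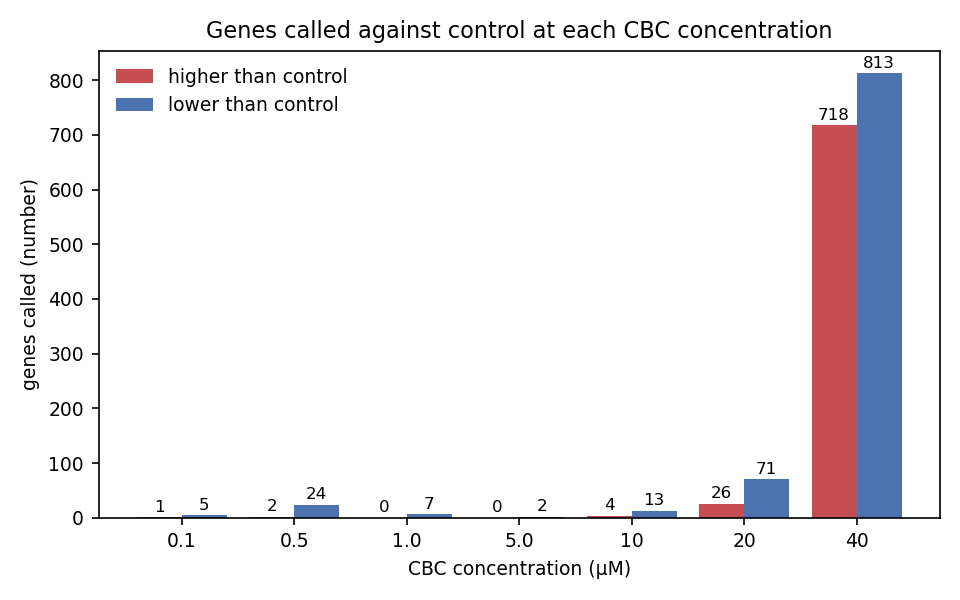
Number of genes called against control at each CBC concentration, with bars for genes higher and genes lower (adjusted p under 0.05 and fold change over 1.5). The counts reach 718 higher and 813 lower at 40 µM.

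The comparison of 40 µM with control asked what the highest concentration changed. TREM1, a receptor that amplifies innate immune signalling, rose most, by 4.49 ± 0.07 (22.5-fold, adjusted p = 1.12e-20). LAMP3, a lysosomal membrane protein, rose by 3.77 ± 0.07 (13.7-fold), and IGFBP1, a secreted binder of insulin-like growth factors, by 3.35 ± 0.16 (10.2-fold). C1QL2 rose by 3.44, TMEM71 by 3.43 from a control mean near background, LY96, the lipopolysaccharide co-receptor of TLR4, by 3.21, and the matrix metalloproteinase MMP10 by 3.08. The transporter ABCA13, whose control mean lay below the median of the background probe sets, rose by at least 2.77 above that median, the phospholipid-binding protein ANXA1 by 3.02 ± 0.07 and DUSP5, a nuclear phosphatase of ERK, by 2.92 ± 0.17 (7.56-fold). ARG1, which catalyses the last step of the urea cycle, fell most, to a log2 fold change of -4.00 ± 0.12 (16.0-fold lower, adjusted p = 1.15e-16). LEAP2, a liver peptide that blocks the ghrelin receptor, followed at -3.96 ± 0.12, VCAM1, an adhesion molecule for leukocytes, at -3.95 ± 0.08 and the aldehyde dehydrogenase ALDH8A1 at -3.91. ANGPTL8, a secreted regulator of lipoprotein lipase, was at -3.52, TDO2, which opens the ring of tryptophan, at -3.30 ± 0.10, and SULT2A1, a sulfotransferase of steroids and bile acids, at -3.10 ± 0.07. OTC, the urea cycle enzyme that forms citrulline, was at -3.03 ± 0.09, the WNT antagonist SFRP5 at -2.96 and CYP3A43 at -2.88.

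**Figure D3:**
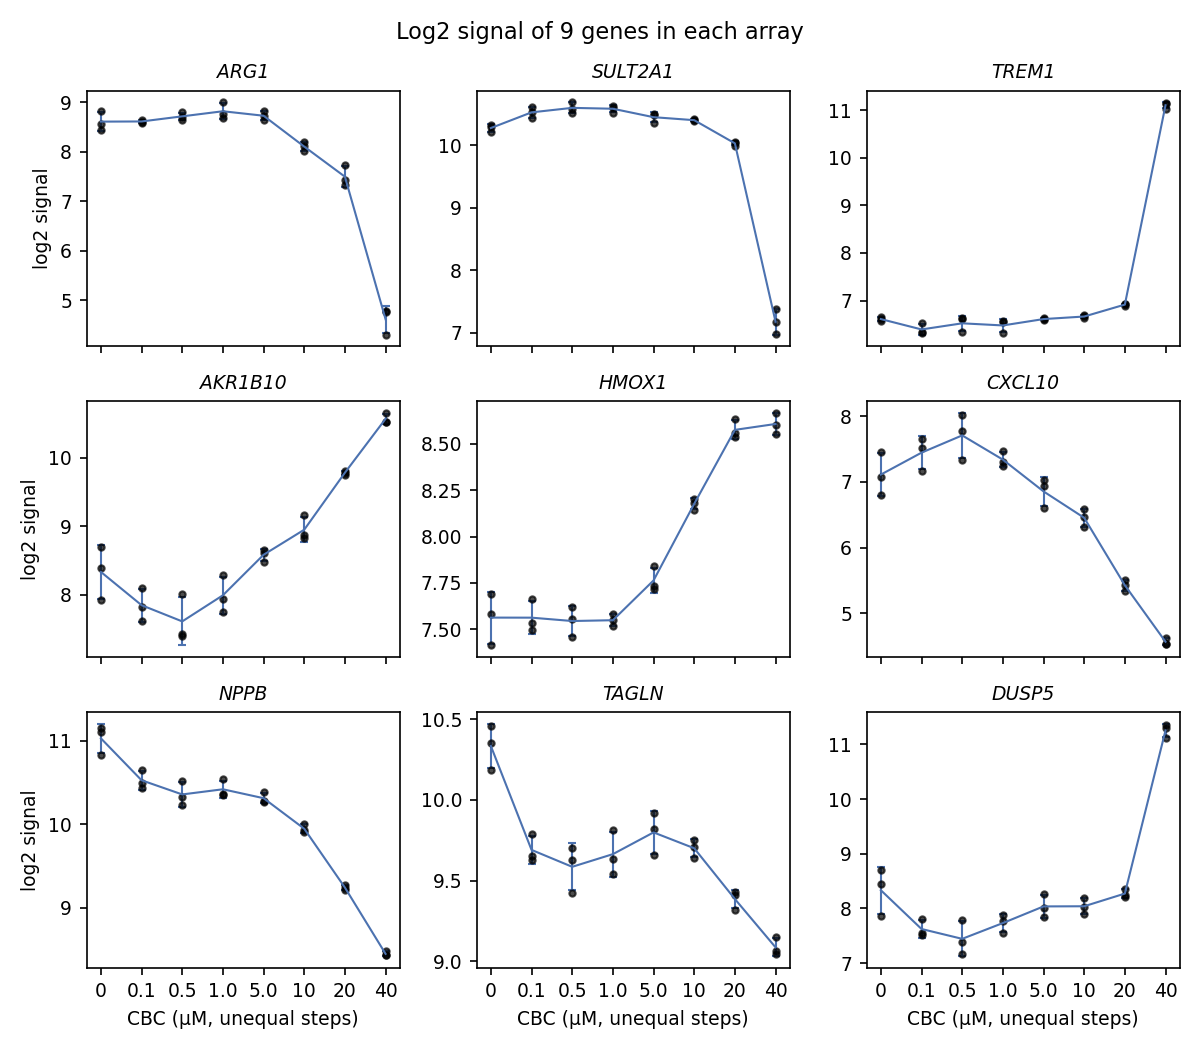
log2 values of ARG1, SULT2A1, TREM1, AKR1B10, HMOX1, CXCL10, NPPB, TAGLN and DUSP5 against CBC concentration (steps of the axis are unequal), with points for arrays, a line through group means and bars for the SD (n = 3). TREM1 reaches a mean of 11.1 at 40 µM against 6.61 in control.

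Genes of lipid synthesis and bile acid handling were lower at 40 µM. Of 19 measured genes of cholesterol synthesis, 13 fell and 0 rose (median -0.92, adjusted p = 2.24e-13). They included ACAT2 (-1.45 ± 0.05), which joins the first acetyl-CoA units, MVD (-1.45), INSIG1 (-1.38), the sterol sensor that retains SREBP, and EBP (-1.28). Of 17 genes of fatty acid synthesis, 12 fell and 1 rose (median -1.01, adjusted p = 2.85e-07), among them ACSS2 (3.99-fold lower, SE 0.08 on the log2 scale), which makes acetyl-CoA from acetate, GPAM (-1.79), PNPLA3 (-1.59) and ACLY (-1.03). The riser was the elongase ELOVL5 (0.97), chosen after its value was seen. Of 18 bile acid genes, 7 fell and 1 rose (median -0.42, adjusted p = 0.00317). CYP8B1, the sterol 12-hydroxylase that shapes the bile acid pool, was at -2.42 (5.33-fold lower), ACOX2 at -1.76, the uptake transporter SLCO1B1 at -1.41 and the conjugating enzyme BAAT at -1.11. Of 21 genes of fatty acid oxidation, 8 fell and 0 rose (median -0.32, adjusted p = 4.42e-05), with FABP1, the fatty acid carrier of the liver, at -1.65 ± 0.04, HADH at -1.28, ACAA1 at -1.02 and ACAA2 at -0.98. With a correlation estimated per list, the adjusted p was 0.110 for cholesterol synthesis, 0.115 for fatty acid synthesis, 0.242 for bile acid genes and 0.196 for fatty acid oxidation, so none of these calls held.

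Other liver functions were lower as well. Of 23 coagulation and complement genes, 14 fell and 0 rose (median -0.79, adjusted p = 5.95e-14), with F13B at -1.66, F11 at -1.30, kininogen (KNG1) at -1.24 and protein C (PROC) at -0.90. Of 16 genes of the urea cycle and amino acid catabolism, 8 fell and 1, the histidine ammonia-lyase HAL, rose (median -0.72, adjusted p = 1.2e-05). The fallers included ARG1, TDO2 and OTC above and HGD (-1.25), an enzyme of tyrosine breakdown. Of 10 gluconeogenesis genes, 5 fell and 0 rose (median -0.71, adjusted p = 9.82e-05). The glucose transporter SLC2A2 fell by 2.28 ± 0.05 (4.85-fold lower, adjusted p = 2.81e-19), glycogen phosphorylase PYGL by 1.31, and G6PC1 and SLC37A4, both parts of the glucose-6-phosphatase system, by 1.18 and 1.06. Of 20 secreted plasma protein genes, 4 fell and 0 rose (median -0.46, adjusted p = 3.97e-10), with ITIH1 at -1.50, TTPA at -1.05, FETUB at -0.84 and APOC3 at -0.58. With an estimated correlation the adjusted p was 0.0773 for coagulation and complement, 0.124 for the urea cycle list, 0.0913 for gluconeogenesis and 0.0773 for secreted proteins. Of 13 liver transcription factors, 4 fell and 1 rose (median -0.45, adjusted p = 2.04e-05), and this call held with an estimated correlation (adjusted p = 0.00614). ONECUT1 fell by 1.22, the xenobiotic receptor NR1I3 by 1.09, HHEX by 0.89 and RXRA, the partner of many nuclear receptors, by 0.73. Of 9 fetal liver genes, 2 fell and 0 rose (AFM at -1.49 and PEG10 at -1.14; median -0.23, adjusted p = 0.00887, and 0.132 as the adjusted p with an estimated correlation).

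The lists of xenobiotic response did not pass in camera at 40 µM, while fry, which does not set a list against other genes, called AHR targets higher (adjusted p = 0.00109) and targets of PXR and CAR lower (adjusted p = 4.75e-08). CYP1A1, the classical target of the aryl hydrocarbon receptor (AHR), rose by 1.65 ± 0.09 (3.14-fold), while the other 9 measured AHR targets did not pass (list median 0.01, adjusted p = 0.758). Of 13 targets of the receptors PXR and CAR, 3 fell and 0 rose, and the list did not pass (median -0.10, adjusted p = 0.129). The fallers were CYP3A4, the main drug-metabolising enzyme of the liver (-1.63 ± 0.09), CYP2C8 (-1.16) and SULT2A1.

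Among stress responses, several antioxidant genes and metallothioneins were called higher. Of 25 targets of NRF2, the regulator of antioxidant defence, 9 rose and 2 (OSGIN1 and EPHX1) fell (median 0.39, adjusted p = 3.33e-08). AKR1B10, an aldo-keto reductase, rose by 2.23 ± 0.17 (4.69-fold, adjusted p = 6.12e-10), AKR1C1 by 1.59, SRXN1, which restores oxidised peroxiredoxins, by 1.54, SQSTM1, a cargo receptor of autophagy, by 1.40 and AKR1C2, a close paralog of AKR1C1, by 0.96. Of 9 metallothionein-list genes, 5 rose and 0 fell (median 0.70, adjusted p = 9.04e-05), with MT1G at 1.60, MT1X 2.37-fold higher, MT1H at 1.13 and MT2A at 0.89. The 2 probe sets of MT2A gave 0.10 and 1.68. Of 26 genes of the ATF4 arm of the integrated stress response, 8 rose and 1 (NUPR1) fell (median 0.37, adjusted p = 0.000172). The amino acid transporter chain SLC3A2 rose by 1.79 ± 0.04, the pseudokinase TRIB3 by 1.26, the stress cytokine GDF15 by 1.05 and the tryptophanyl-tRNA synthetase WARS1 by 0.94. Of 14 heat shock genes, HSPA1B alone rose (0.64 ± 0.07; list median 0.26, adjusted p = 0.000246). With an estimated correlation the adjusted p was 0.0773 for NRF2 targets, 0.0697 for metallothioneins, 0.244 for the integrated stress response and 0.174 for heat shock. Of 20 genes of the unfolded protein response, 0 were called by limma, and 8 were higher and 8 lower at an unadjusted p under 0.05 (median -0.01, mean 0.01, adjusted p = 0.998). Of 19 p53 targets, 1 (GDF15) rose and 2 fell, SESN1 by 1.12 and DDB2 by 0.74, and the list did not pass (median -0.19, adjusted p = 0.0835).

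Of the lists of inflammation, NF-kB targets and the acute phase passed below 0, and the interferon response did not pass. Of 18 NF-kB targets, 5 fell and 0 rose (median -0.23, adjusted p = 0.00203). The chemokine CXCL10 fell by 2.54 on the log2 scale, CXCL8, which attracts neutrophils, by 1.37, CXCL1 by 1.16 and the NF-kB inhibitor NFKBIA by 0.93. Of 18 acute phase genes, 1 fell, the fibrinogen chain FGA by 1.05 (list median -0.29, adjusted p = 0.000233). With an estimated correlation the adjusted p was 0.0645 for NF-kB targets and 0.118 for the acute phase. Of 18 interferon response genes, ISG20 rose by 2.45 and IFIT1 fell by 0.89. The list did not pass (adjusted p = 0.927), with a median of -0.07, a mean of 0.06 and a test direction of lower. Of 15 immediate early genes, 4 rose and 0 fell, DUSP5 above, the transcription factors KLF4 by 1.64 and MYC by 0.62, and IER2 by 0.75. That list did not pass (median 0.05, adjusted p = 0.0717).

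Lists of proliferation, energy and signalling were tested in the same way. Of 25 cell cycle genes, 6 fell and 0 rose (median -0.30, adjusted p = 0.000262), with topoisomerase TOP2A at -0.97, cyclin CCNA2 at -0.96, CDK1 at -0.72 and thymidylate synthase TYMS at -0.70. Of 24 genes of oxidative phosphorylation, 0 were called by limma, with 18 lower and 2 higher at an unadjusted p under 0.05, while the list passed (median -0.16, adjusted p = 0.000633). Of 22 lysosome and autophagy genes, 3 rose and 1 fell (median 0.10, adjusted p = 0.0145). The autophagosome protein MAP1LC3B rose by 1.33, WIPI1 by 1.07 and SQSTM1 as above, and the glycoprotein GPNMB fell by 1.18. Of the 5 probe sets of GPNMB, 3 were lower at an unadjusted p under 0.05 (range -2.19 to 0.02). Of 17 genes of the endocannabinoid system, 4 rose and 0 fell (median 0.20, adjusted p = 0.0469). MGLL, which breaks down the endocannabinoid 2-AG, rose by 1.98 ± 0.07 (3.94-fold), the cannabinoid receptor CNR1 by 1.91 ± 0.08 (3.76-fold), the cold channel TRPM8 by 0.95 and DAGLA, which makes 2-AG, by 0.64. The probe sets of these genes differed: the 2 of CNR1 gave 0.75 and 3.07. The 6 of MGLL ranged from 0.44 to 2.34 and the 3 of TRPM8 from 0.04 to 2.26, while DAGLA had 1. With an estimated correlation the adjusted p was 0.234 for the cell cycle, 0.244 for oxidative phosphorylation, 0.219 for lysosome and autophagy and 0.113 for the endocannabinoid system. Of 17 genes of glycolysis and hypoxia, 4 rose and 1 fell, and the list did not pass (median 0.06, adjusted p = 0.0984). Hexokinase HK2 rose by 1.18, the glucose transporter SLC2A1 by 0.84 and ALDOA by 0.72, and NDRG1 fell by 0.92.

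Markers of other cell types showed few calls at 40 µM. Of 13 markers of fibroblasts and stellate cells, TAGLN, an actin-binding protein, was called at -1.25 (list median -0.03, adjusted p = 0.608). Of 9 cholangiocyte markers, the keratin KRT7 rose by 1.77 (median -0.03, mean 0.23, test direction higher, adjusted p = 0.294). Of 10 macrophage markers, CD14 fell by 0.84 (median 0.08, mean 0.04, adjusted p = 0.540). None of the 10 endothelial markers (median 0.00, adjusted p = 0.981), the 9 pluripotent markers (median -0.01, adjusted p = 0.812) or the 11 housekeeping genes (median -0.01, adjusted p = 0.782) was called by limma, with 2, 5 and 7 of them at an unadjusted p under 0.05.

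**Figure D4:**
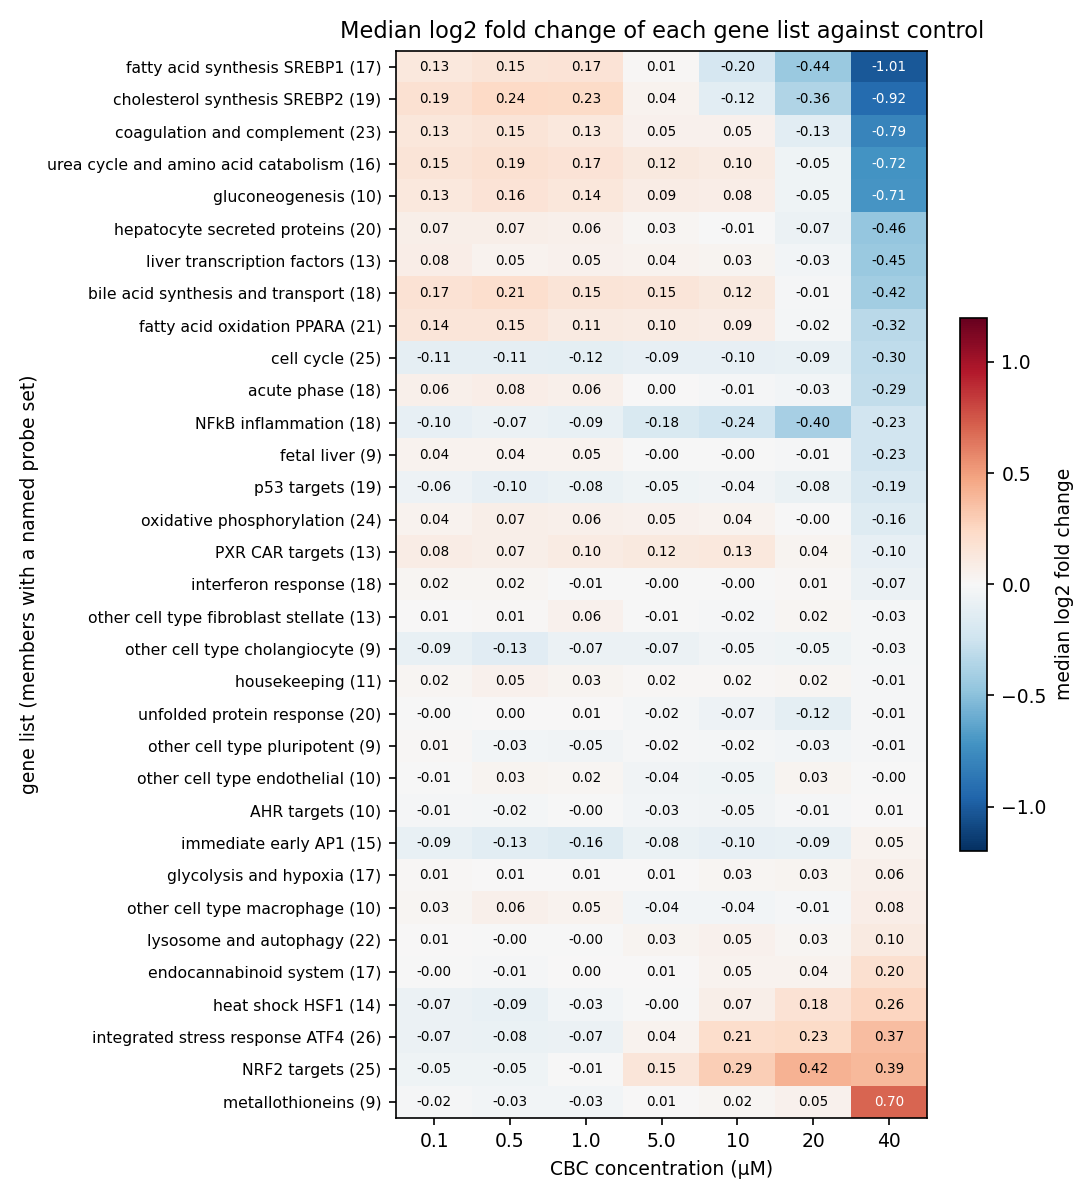
Median log2 fold change against control of the measured members of 33 gene lists, 1 line per list and 1 column per CBC concentration. Lists of hepatocyte functions have medians below 0 at 40 µM, such as -0.92 for cholesterol synthesis, and medians above 0 at 0.5 µM, 0.24 for the same list.

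The calls of genes came from limma and those of lists from camera with a preset correlation, which called 20 of the 33 lists at 40 µM. With a correlation estimated per list camera called 1, the liver transcription factors, and fry called 28, among them 8 of the 13 that camera did not call at the preset correlation. Counts of list members adjusted over the list alone equalled those over all genes in all 33 lists at 40 µM. The call of APOC3 (-0.58 to -0.55) ended without control replicate 1 or 2, without 40 µM replicate 1 or 2, with array weights and with arrays centred on the housekeeping list or their median, and that of HSPA1B without control replicate 2 (0.55) or 40 µM replicate 3 (0.58). Calls also ended for MYC (0.55) and DAGLA (0.58) without control replicate 2, for both with array weights (0.57 and 0.56), and for FETUB (-0.46) and TRPM8 (0.55) when the brightest probe set stood for the gene.

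The direct comparison of 40 with 20 µM involved no control array. TREM1 was higher by 4.19 ± 0.07 (18.2-fold), TMEM71, below the background median at 20 µM, by at least 3.44 above it, LY96 by 3.27, and MMP10 and ANXA1 each by 3.16. VCAM1 was lower by -3.33 ± 0.08 (10.1-fold), LEAP2 by -3.31, TDO2 by -3.04, ARG1 by -2.88 and SULT2A1 by -2.86. Of 23 coagulation and complement genes, 13 fell and 0 rose from 20 to 40 µM (median -0.64, adjusted p = 7.97e-13; with an estimated correlation the adjusted p was 0.096), and 5 metallothionein-list genes rose (median 0.66, adjusted p = 0.000111; with an estimated correlation the adjusted p was 0.0867). In all, 1252 genes passed, 615 higher and 637 lower. Of all genes, the 3 arrays of 1 group lay beyond those of the other for 48.2%, where chance gives 10%. At the level of single probe sets 3680 passed, and without the fold threshold 7375 genes.

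At 20 µM, the largest rises included aldo-keto reductases and other NRF2 targets, and the largest falls included chemokines. AKR1B10 rose by 1.44 ± 0.17 (2.72-fold, adjusted p = 8.60e-06), AKR1C1 2.30-fold (SE 0.07 on the log2 scale), AKR1C2 by 1.03, HMOX1, which degrades heme, by 1.01 ± 0.06 and SLC3A2 by 0.99. NPPB, the precursor of a natriuretic peptide, fell most, by 1.79 ± 0.08 (3.45-fold lower, adjusted p = 6.47e-12), followed by CXCL10 (-1.68 ± 0.16), ANGPTL8 (-1.40), CXCL2 (-1.24) and CXCL3 (-1.21). Of 25 NRF2 targets, 7 rose and 0 fell (median 0.42, adjusted p = 2.82e-30), and of 18 NF-kB targets, 8 fell and 0 rose (median -0.40, adjusted p = 3.38e-20). Of 17 genes of fatty acid synthesis, 6 fell (median -0.44, adjusted p = 2.62e-24). These 3 calls held with an estimated correlation (adjusted p = 0.00164, 1.22e-05 and 0.00734). Cholesterol synthesis, with 3 of 19 genes lower (median -0.36), and the integrated stress response, with 1 of 26 higher (median 0.23), passed at an adjusted p of 4.68e-21 and 1.08e-13, but the adjusted p was 0.0645 for both with an estimated correlation. The unfolded protein response list passed below 0 (median -0.12, adjusted p = 1.29e-10, and 0.0455 as the adjusted p with an estimated correlation) with 0 of 20 genes called by limma and 13 lower at an unadjusted p under 0.05. Counts adjusted over the list alone were equal to those over all genes in the lists named. The call of TCIM (-0.68) ended without control replicate 1 (-0.50).

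At 10 µM the highest log2 fold changes among called genes were those of aldo-keto reductases, and the lowest were those of NPPB and of chemokines. AKR1C1 rose by 0.67 ± 0.07 (1.59-fold, adjusted p = 2.21e-05), AKR1C2 by 0.66 and AKR1B10 by 0.61 ± 0.17 (adjusted p = 0.0482). NPPB fell by 1.08 ± 0.08 (2.12-fold lower, adjusted p = 1.09e-07), and the chemokines CXCL5 and CXCL3 by 0.83 and 0.82. Of 25 NRF2 targets, 4 rose (median 0.29, adjusted p = 8.65e-22), and of 18 NF-kB targets, 5 fell (median -0.24, adjusted p = 8.21e-17); both calls held with an estimated correlation (adjusted p = 0.00614 and 2.23e-05), and counts adjusted over the list alone were equal. At 5.0 µM both called genes were lower, NPPB by -0.72 ± 0.08 (1.64-fold, adjusted p = 0.000121) and CXCL5 by -0.65 ± 0.11 (1.57-fold, adjusted p = 0.0205). The NRF2 list passed above 0 (median 0.15, adjusted p = 2.08e-12) and the NF-kB list below 0 (median -0.18, adjusted p = 1.25e-12) with 0 members called by limma in either, 14 of 25 higher and 10 of 18 lower at an unadjusted p under 0.05, and both held with an estimated correlation (adjusted p = 0.0455 and 0.000113). The count at 10 µM was 30 without control replicate 2 and 11 when the fit held only the groups compared, and the call of AKR1B10 ended without control replicate 2 (0.41) or 3 (0.64) and without 10 µM replicate 1 (0.65), 2 (0.68) or 3 (0.51). That of AKR1C2 ended with the brightest probe set (0.56). The call of CXCL5 at 5.0 µM ended without control replicate 1 (-0.57) or 3 (-0.63) and without 5.0 µM replicate 1 (-0.63) or 2 (-0.65). The count at 5.0 µM was 8 without control replicate 2, 5 without 5.0 µM replicate 3, and 1 without control replicate 1 or 3 or without 5.0 µM replicate 1 or 2; in the fit with only those groups limma called 0, with 1263 genes at an unadjusted p under 0.05.

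Of the 27 genes called at 1 or more of the lowest concentrations, 0.1 to 1.0 µM, 24 were lower and 3 higher. TAGLN fell by 0.64 ± 0.08 at 0.1 µM (1.56-fold lower, adjusted p = 0.00146), by 0.75 at 0.5 µM and by 0.67 at 1.0 µM (adjusted p = 0.00106). TCIM fell by 0.64, 0.73 and 0.71 at these concentrations, and DUSP5 by 0.71 at 0.1 µM and 0.89 ± 0.17 at 0.5 µM (1.85-fold lower, adjusted p = 0.0066). At 0.5 µM the matrix proteins SPP1 and VCAN fell by 0.86 and 0.84 ± 0.15, and CYP7A1, the rate-limiting enzyme of bile acid synthesis, rose by 0.94 ± 0.15 (1.92-fold, adjusted p = 0.00296) with CXCL10 (0.60). ARL14 fell by 0.64 at 1.0 µM and CLRN3 rose by 0.64 at 0.1 µM.

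Gene lists at these concentrations had small medians. NF-kB targets passed below 0 at all 3 concentrations (medians -0.10, -0.07 and -0.09 in order of concentration) and held with an estimated correlation (adjusted p = 0.00713, 0.0455 and 0.00221), with 0 members called lower by limma (8, 7 and 9 of 18 lower at an unadjusted p under 0.05) and CXCL10 called higher at 0.5 µM. Cholangiocyte markers passed below 0 at 0.5 µM, with SPP1 of 9 called (median -0.13, adjusted p = 0.000167, and 0.0318 with an estimated correlation). Cholesterol synthesis passed above 0 at 0.5 µM (median 0.24, adjusted p = 5.19e-17) with 0 of 19 members called by limma and 18 higher at an unadjusted p under 0.05, and the bile acid list with 1 of 18 (median 0.21, adjusted p = 5.15e-08); with an estimated correlation the adjusted p was 0.0774 and 0.0697. Counts adjusted over the list alone differed from those over all genes for 3 lists: 1 against 0 bile acid genes higher and 1 against 0 cholangiocyte markers lower at 0.1 µM, and 1 against 0 immediate early genes lower at 1.0 µM.

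These low counts depended on single arrays. Without control replicate 1 the calls at 0.1 µM of TAGLN (-0.58), TCIM (-0.46), DUSP5 (-0.53) and CLRN3 (0.61) ended, and the last 3 also ended without control replicate 3 or 0.1 µM replicate 2 or 3 (TCIM -0.58 to -0.68, DUSP5 -0.65 to -0.67, CLRN3 0.54 to 0.67). At 0.5 µM the calls of CYP7A1 and VCAN held without any 1 array. Those of DUSP5 and TCIM ended without control replicate 1 (-0.71 and -0.55) or 0.5 µM replicate 2 (-0.75 and -0.63), and those of SPP1 (-0.72 to -0.74) and CXCL10 (0.44 to 0.58) without control replicate 1 or 3 or 0.5 µM replicate 1 or 2. At 1.0 µM the call of TAGLN held, that of TCIM ended without control replicate 1 or 3 or 1.0 µM replicate 2 or 3 (-0.53 to -0.74), and that of ARL14 without any array but control replicate 2 (-0.50 to -0.68). At 0.1 µM, 30 genes were called without control replicate 2, 11 without 0.1 µM replicate 1, 1 without control replicate 3 or 0.1 µM replicate 2 or 3, and 0 by limma without control replicate 1 (1733 at an unadjusted p under 0.05). At 0.5 µM, 65 were called without control replicate 2, 58 without 0.5 µM replicate 3, 16 without 0.5 µM replicate 1, 10 without 0.5 µM replicate 2 and 6 without control replicate 1. At 1.0 µM, 27 were called without control replicate 2, 14 without 1.0 µM replicate 1, and 1 without control replicate 1 or 3 or 1.0 µM replicate 2 or 3. When the fit held only the groups compared, limma called 0 genes at all 3 concentrations, with 2185, 2507 and 1977 genes in order at an unadjusted p under 0.05; array weights gave 21, 53 and 27 genes and single probe sets 24, 99 and 22.

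Genes called at several concentrations mostly kept 1 direction. Of 1548 genes called at 1 or more concentrations, 17 were called at 3 or more in 1 direction, 4 higher and 13 lower. NPPB was lower at every concentration from 0.5 µM (-0.67) to 40 µM (-2.58), its call at 1.0 µM (-0.61) ending without control replicate 1 (-0.55) or 3 (-0.57) or 1.0 µM replicate 2 or 3 (-0.58 both). TAGLN was called lower at every concentration but 5.0 µM (-0.54), with -0.95 at 20 µM and -1.25 at 40 µM, and its calls at 0.1 and 10 µM ended without control replicate 1 (-0.58 and -0.57). At 20 µM, CXCL8 (-1.13), the matrix growth factors CCN2 (-1.17) and CCN1 (-0.99), DPYSL3 (-0.82), the WNT antagonist DKK1 (-0.81) and ANKRD1, a nuclear ankyrin repeat protein (-0.71), were all lower. DUSP5 was among 15 genes called in opposite directions, at -0.89 ± 0.17 at 0.5 µM and 2.92 ± 0.17 at 40 µM. AKR1B10 was another, at -0.72 at 0.5 µM and 2.23 at 40 µM, and its lower call ended without control replicate 1 (-0.54) or 3 (-0.69) or 0.5 µM replicate 1 (-0.61) or 2 (-0.63).

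Of the 97 genes called at 20 µM, 82 were also called at 40 µM in the same direction, 3 in the opposite direction and 12 not at all. Independent lists of these sizes would share 4.21 genes. Unchanged groups simulated against the same controls shared 0. That 0 does not measure what shared controls add to the overlap, since the simulation held no changed genes to call. Across genes, which are not independent replicates, log2 fold changes at 20 and 40 µM had r = 0.504 against 0.499 in the simulation, and a covariance of 0.0261 against 0.00261. Part of the excess may come from the shared controls, which cannot be divided at 3 arrays. All 17 genes called at 10 µM were called at 20 µM in the same direction (0.0566 for independent lists, 0 simulated with the same limit, covariance 0.00953 against 0.0026). Of the 27 genes called at 1 or more concentrations from 0.1 to 1.0 µM, 6 were called in the same direction at 40 µM and 13 in the opposite one. Log2 fold changes at these 3 concentrations correlated with those at 40 µM at r = -0.29 (0.1 µM), -0.31 (0.5 µM) and -0.26 (1.0 µM). The simulation gave 0.50, a value that shared controls set for unchanged groups and that real changes at 40 µM would lower. The covariances were lower than simulated by -0.0132, -0.0156 and -0.0119. The 9 arrays from 0.1 to 1.0 µM also served as the reference in place of the controls, a choice made after seeing the data. Then 156 genes were called at 20 µM, 71 of them among the 97. At 10 µM 25 were called, 6 of them among the 17, and at 5.0 µM 2, with 0 of the 2 genes called against control. At 40 µM 1807 were called, 1467 of them among the 1531. This reference was itself exposed, so a lost call does not tell a displaced control from an effect of low concentrations.

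Benchmark concentrations (BMC), the concentrations at which a fitted curve leaves the control level by a set amount, were derived to rank responses by potency. Medians were taken for the 11 of 33 lists with 3 or more modelled genes, so lists with fewer were not ranked. The lowest belonged to NRF2 targets, at 3.75 µM over 5 of 25 genes (3.31 µM over 4 with a coarser grid), fatty acid synthesis, at 5.36 µM over 3 of 17, the acute phase, at 7.23 µM over 4 of 18, bile acids, at 7.91 µM over 3, and gluconeogenesis, at 10.1 µM over 3. The urea cycle list had a median of 16.9 µM over 4 genes, the cell cycle 19.04 µM over 4, metallothioneins 19.5 µM over 3, p53 targets 21.2 µM over 3, the endocannabinoid system 21.2 µM over 5, and glycolysis and hypoxia 23.3 µM over 4. Among genes called at 40 µM the lowest BMC was that of AKR1C2, 2.44 µM with bounds of 2.17 and 2.85, from 1 of its 3 probe sets. Such bounds were too narrow on simulated data, and cross-hybridisation between AKR1C2 and its close paralog AKR1C1 was not tested. The tight junction protein CLDN7 followed at 2.54 µM, the inositol phosphatase IMPA2 at 2.57 µM, ART4 at 2.57 µM and CEP85 at 3.35 µM. CLDN7, IMPA2 and CEP85 rose at 40 µM by 1.01, 1.07 and 2.34, and ART4 fell by 1.65. Of 1237 modelled genes, 685 rose and 552 fell, with a median BMC of 18.5 µM, quartiles of 12.3 and 24.3 µM and a range of 1.94 to 38.1 µM. Rising genes had a median of 20.2 µM and falling genes 17.1 µM. A BMC of 5 µM or less was found for 27 genes (2.18%), 1 µM or less for 0, and above 10 µM for 84.3%.

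**Figure D5:**
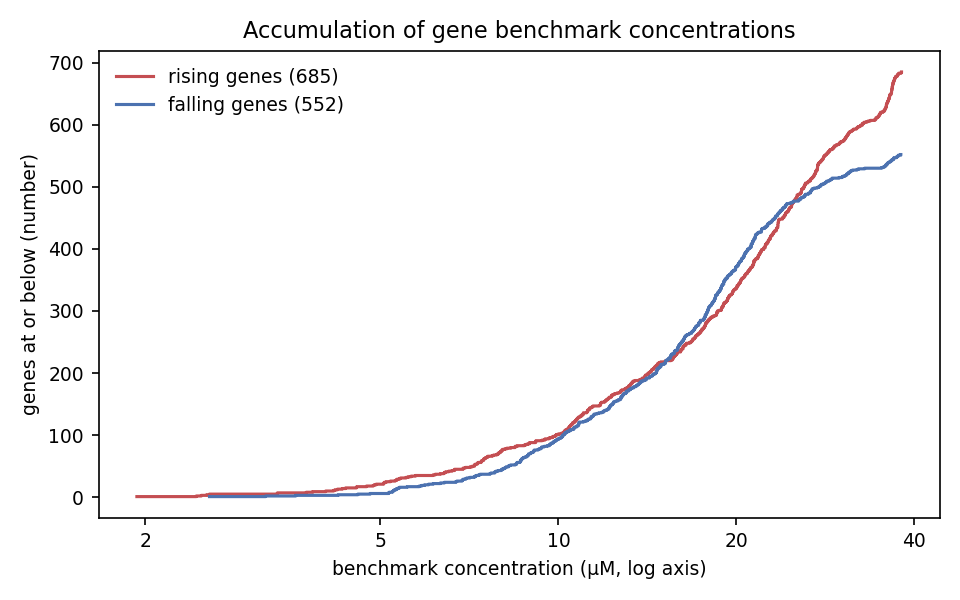
Cumulative number of genes against BMC in µM (log axis), with lines for 685 rising and 552 falling genes. Few genes accumulate below 5 µM (27 in all), and the median lies at 18.5 µM.

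Of 49293 probe sets, 4756 passed the Williams trend test with the fold threshold, 2275 rising and 2481 falling, and 22959 had a permutation p under 0.05 without it, where 2465 would be expected. The 1237 genes came from 1886 probe sets that met all filters, and 2825 failed the goodness of fit. The trend count was 343 without the 40 µM group and 98 without the 40 and 20 µM groups, and 1547 at the level of genes.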

Values the study reported

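The study reported that PC1 accounted for 31% of the variance in its microarray data for CBC, and the first components up to PC3 together for 49%. Among the genes found on both of its platforms, at a p under 0.05 with no adjustment named and a fold threshold of 1.5, it listed 10 differentially expressed genes at 0.1 µM, 27 at 0.5 µM, 10 at 1.0 µM, 2 at 5.0 µM, 20 at 10 µM, 130 at 20 µM and 1925 at 40 µM. For genes differentially expressed on both platforms, the fold changes at 40 µM on the microarray reached 27.23 among decreases and 30.01 among increases. In its concentration modelling for CBC on the microarray, 4758 probe sets passed the trend filter and 1190 genes had a BMC, between 0.012 and 38.020 µM.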

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

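All tests of explanations below were chosen after the patterns were seen, except the counts of other splits, which were planned. All bounds, also those for the scaling of the arrays and for the splits, were written after the patterns were seen. Those for the displaced control, the single control array, well-to-well variation, RNA degradation and the share of hepatocytes were set after those values were known.

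Probe sets that belong to no single gene carried signal outside the comparisons of genes. Of 4305 such probe sets, 373 passed both thresholds at 40 µM (159 higher, 214 lower) and 35 at 20 µM (9 higher, 26 lower).

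The first pattern is the set of 27 genes called at 1 or more concentrations from 0.1 to 1.0 µM, 24 lower and 3 higher. A single control array as the whole cause was argued against. Without control replicate 1 the genes kept at least 0.771 of their median shift (0.397, 0.549 and 0.382 at the 3 concentrations in order, against 0.514, 0.678 and 0.489 with all arrays), without replicate 3 at least 0.958 and without replicate 2 more than all of it, and all 27 kept their sign. The count at 0.5 µM was nevertheless 6 without replicate 1, 21 without replicate 3 and 65 without replicate 2, since many of these shifts lie near the thresholds: without replicate 1, 1 of the 27 had an adjusted p under 0.05 at 0.1 µM, 9 at 0.5 µM and 2 at 1.0 µM. A part from replicate 1 stays open. So does a joint displacement of control replicates 1 and 3, since control arrays were left out only 1 at a time. These 2 arrays were each other's closest, while the closest array to control replicate 2 was 0.1 µM replicate 1. Variation between wells, as seen among replicates, cannot be told apart, since replicates differed along this pattern. The score of an array was the median signed difference of the genes from the control mean. The controls lay at -0.262, 0.303 and -0.0524, and the arrays from 0.1 to 1.0 µM at 0.369 or more (mean 0.566). The pooled SD within groups was 0.293 of that mean, between the bounds set for either. The genes were chosen by differences between these same arrays, which in itself sets the scores apart and lowers that ratio. A displaced control group cannot be told apart from an effect of CBC, since the genes kept 0.558 of their mean low-concentration shift at 5.0 µM (median 0.313 against 0.514, 0.678 and 0.489), between the bounds set for either. The choice of the genes by their shifts at 0.1 to 1.0 µM tends in itself to lower the share kept at 5.0 µM. The medians were 0.332 at 10 µM, 0.395 at 20 µM and -0.433 at 40 µM. A displaced control alone would shift all concentrations alike, so the turn at 40 µM needs a change of its own there. An effect of the lowest concentrations themselves, the biological explanation of the design, may be present but was not separable from these.

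The second pattern is the lower level of hepatocyte functions at 40 µM, with 72 lower and 3 higher calls among 162 genes of 9 lists (median -0.49). RNA degradation was argued against, since the difference between 3 prime and 5 prime signal changed by 0.0352 ± 0.0289 (SE) for ACTB and by -0.0121 ± 0.0144 for GAPDH. For the scaling of the arrays, 97.2% of the lower calls (70 of 72) were kept when arrays were centred on the housekeeping list. Centring moved the median log2 fold change of all genes only from -0.012 to 0.015. This argues against scaling only as far as the housekeeping genes show it. A change they share with all other genes would not be visible. Poly-A spikes, lower at 40 µM (9.06 against 9.28 in control), were not used in this test. A lower share of hepatocytes in favour of the listed other cell types would raise the markers of those types alike. Whether these types were present in the culture was not shown, so the markers cannot decide on a loss of hepatocytes as such. Of the 17 markers above the 40th percentile of signal, 4 were lower and 6 higher at an adjusted p under 0.05 (median -0.0256, quartiles -0.105 and 0.234), and of all 51, KRT7 was called higher (1.77) and TAGLN (-1.25) and CD14 (-0.84) lower. These values argue against a common rise of the listed cell types only. A change within 1 of those cell types stays open. A response of the hepatocytes to CBC at 40 µM may account for the pattern, as a hypothesis; loss of viability, which the arrays do not measure, was not tested.

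For the counts of called genes, the 10 splits of 6 arrays are too few for a share under 0.05. The real counts and the highest of the other splits were 6 and 0 at 0.1 µM, 26 and 0 at 0.5 µM, 7 and 0 at 1.0 µM, 2 and 1 at 5.0 µM, 17 and 0 at 10 µM, 97 and 0 at 20 µM, 1531 and 0 at 40 µM, and 1252 and 0 between 40 and 20 µM; in each, 1 of 10 splits, the real one, reached the real count. For the trend test, 1 of 100 groupings of the 24 arrays, the real one, passed as many probe sets (4756, highest other 2740, median of the others 5). This argues against a chance arrangement of the arrays, at the smallest share that 100 groupings can give. The count rests largely on the 40 µM group, since it was 343 without that group.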

How the results depend on the processing

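All alternatives were planned except the fit without the 40 µM arrays, the 0.1 to 1.0 µM arrays as the reference and the coarser grid, which were chosen after seeing the data. The causes of the changes below were not tested unless stated.

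Counts of called genes at 20 and 40 µM and between them stayed within 1.5 times under all alternatives except the following. Single probe sets, which are more items than genes by construction, gave 24 at 0.1 µM, 99 at 0.5, 22 at 1.0, 52 at 10, 317 at 20, 4697 at 40 and 3680 between 40 and 20 µM (2 at 5.0 µM, as before). The adjusted p without a fold threshold, a looser rule by construction, gave 209, 860, 115, 19, 807, 1883 and 7882 in order of concentration, and 7375 between 40 and 20 µM. The fit of only the groups compared, which leaves 4 residual degrees of freedom in place of 16, gave 0 genes by limma at each of the 4 lowest concentrations (2185, 2507, 1977 and 1263 at an unadjusted p under 0.05) and 11 at 10 µM. Array weights gave 21 at 0.1, 53 at 0.5, 27 at 1.0 and 5 at 5.0 µM, and the brightest probe set 1 at 5.0 µM. Without the 40 µM arrays the fit called 4 at 1.0 µM, and with the low-concentration reference 156 at 20 µM. With that reference the counts at 5.0 and 10 µM stayed near those against control, but only 0 and 6 of the genes were the same. Leaving out 1 array gave 0 to 30 genes at 0.1 µM, 6 to 65 at 0.5, 1 to 27 at 1.0, 1 to 8 at 5.0, 13 to 30 at 10, 91 to 103 at 20, 1484 to 1601 at 40, and 1220 to 1291 between 40 and 20 µM. Where this leaves 2 arrays in a group, they are assumed to vary like the other groups.

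With the replicate block the counts were 6, 26, 7, 2, 17, 97 and 1531, and 1252 between 40 and 20 µM, equal to those without it, the lists called 20, 20, 21, 15, 15, 17 and 19, the trend count 4761 and the median BMC 18.19 µM, while PC1 held 63.36%.

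With a correlation estimated per list, camera called 1 list at 0.1 µM, 2 at 0.5, 1 at 1.0, 2 at 5.0, 2 at 10, 4 at 20 and 1 at 40 µM, in place of 20, 20, 21, 16, 15, 17 and 20, and fry called 10 at 5.0 µM. Leaving out 1 array gave 16 to 20, 18 to 20, 19 to 20, 12 to 16, 12 to 18, 15 to 17 and 20 to 21 lists. The trend count was 22959 without the fold threshold, 1547 for genes in place of probe sets, 343 without the 40 µM group and 98 without 40 and 20 µM, and 4544 to 5130 without 1 replicate number. The median BMC was 16.47 µM at a benchmark response of 1 SD, 17.38 with the control SD, 15.95 with the Hill model alone, 17.12 without the goodness-of-fit filter and 17.05 to 17.35 without 1 replicate number. With the coarser grid it was 18.52 µM, and 18.35 µM with the Hill model alone (969 genes against 749), so the Hill value depends on the grid. PC1 held 67.39% at the level of genes, 31.36% after scaling, 74.28% without dim probe sets and 62.16 to 62.84% without 1 replicate number.

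Of 204 results of named genes, 162 were the same under every alternative run. Of 2838 alternative values, 2667 were the same, 137 lost the call (88 of them without 1 array, 32 in the fit of only the groups compared), 34 gained it and 0 changed direction. Signal over background limits the dimmest genes: 540 of 18132 had a mean at or below the median of 23 background probe sets (3.52). These probe sets had means from 2.86 to 11.77, and 246 genes lay above the highest. Their average was 5.01 in control and 4.935 at 40 µM. Some named genes had a group mean below it, such as LY96 (3.81) and MMP10 (3.83) in control and ARG1 (4.61) and CXCL10 (4.57) at 40 µM. What background does to such fold changes was not tested.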

Other observations

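The ERK and YAP/TAZ lists below were chosen after the low-concentration pattern was seen, before the values of their other members were looked at; other values in this part were looked at without a planned test.

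Log2 fold changes at the low concentrations and at 40 µM had opposite signs for many genes. A displaced control group alone would shift all concentrations the same way, and its combination with a separate change at 40 µM was not tested. Across genes, r between 0.5 and 40 µM was -0.31. Simulated unchanged groups gave 0.50, but shared controls alone set that value, and real changes at 40 µM widen the spread. It is thus no measure of how strong the opposition is. The covariance was -0.0130 against 0.00261 in the simulation. The hepatocyte lists of cholesterol synthesis and of coagulation and complement are given as examples, and their change of sign was not tested. Neither call at 40 µM held with an estimated correlation, nor did that of cholesterol synthesis at 0.5 µM. The median of cholesterol synthesis was 0.19 at 0.1 µM, 0.24 at 0.5 µM, 0.23 at 1.0 µM, 0.04 at 5.0 µM, -0.12 at 10 µM, -0.36 at 20 µM and -0.92 at 40 µM. The median of coagulation and complement was 0.15 at 0.5 µM and -0.79 at 40 µM. In the PCA, likewise, the mean PC1 score at 0.5 µM (-20.2) and that at 40 µM (79.6) lay on opposite sides of the controls (-8.87).

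Of the 20 genes of secreted plasma proteins, the 5 with the highest level in control had log2 fold changes at 40 µM of -0.10 (ALB, the gene of albumin), -0.27 (APOA1), -0.09 (SERPINA1), -0.58 (APOC3, called lower) and 0.03 (APOA2). Their log2 levels in control lay near the top of the scale, and compression of differences at that level was not tested.

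Among genes called lower at the lowest concentrations were feedback genes of ERK signalling (DUSP4, DUSP6, ETV5 and DUSP5). A hypothesis is that ERK activity was lower there. It predicts lower values of other ERK targets: the 7 members not seen before (PHLDA1, SPRY2, SPRY4, CCND1, EPHA2, EPHA4 and ETV4) had medians of -0.137, -0.241 and -0.132 at the 3 lowest concentrations in order, with all 7 below 0 at each (camera with an estimated correlation, p = 0.00558, 0.00482 and 0.0124), while 0 were called by limma and 4, 4 and 3 of 7 reached an unadjusted p under 0.05. At 5.0, 10 and 20 µM the medians were -0.119, -0.173 and -0.081 (camera with an estimated correlation, p = 0.0286, 0.0237 and 0.0642). At 40 µM the median was 0.425, 3 were called higher, and the p was 0.0819. The values below 0 go the way the hypothesis predicts, but all concentrations share the control group, so a displaced control could add to them. Variation between wells could not be told apart for the low-concentration pattern and stays open here too. Alone, a displaced control would shift all concentrations alike and would not give the value at 40 µM.

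CCN1, CCN2 and ANKRD1, lower at the lowest concentrations, are targets of the transcription cofactors YAP and TAZ. A hypothesis is lower activity of both. The 19 members of a target list not seen before had medians of -0.121, -0.17 and -0.118 at the 3 lowest concentrations in order, with 19, 18 and 18 below 0 (p = 0.00163, 0.000868 and 0.00204 with an estimated correlation), -0.0859, -0.0966 and -0.145 at 5.0, 10 and 20 µM (p = 0.0211, 0.0447 and 0.0172), and -0.0487 at 40 µM (p = 0.851). From 0.1 to 20 µM, 0 of the 19 were called by limma, with 8, 10 and 8 at an unadjusted p under 0.05 at the 3 lowest. At 40 µM, 5 were called higher and 3 lower. The shift of the medians below 0 is thus not confined to the lowest concentrations. Here too the values below 0 go the way the hypothesis predicts. They are open to a displaced control and to variation between wells in the same way.

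Poly-A spikes, added to the RNA before labelling, had a mean log2 of 9.28 in control and 9.06 at 40 µM, and hybridisation spikes 11.4 and 11.29.

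The PC1 share here was 61.1% without scaling. That is higher than the value quoted from the study above. With probe sets scaled to unit variance, PC1 held 31.36% and the first components up to PC3 together 48.95%, so the share depends on scaling.

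The largest fold decrease at 40 µM here was 16.0, for genes averaged over probe sets. That is smaller than the value quoted from the study above. For single probe sets the largest decrease was 27.23-fold (ALDH8A1), and the largest increases were 30.7-fold (NIBAN1) and 30.01-fold (LAMP3), so the size of the largest decrease depends on averaging the probe sets of a gene.

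The lowest BMC of a gene here was 1.94 µM. That is higher than the value quoted from the study above. The procedures differ: the study set the response by the SD of the control samples and also fitted higher polynomials. Here the residual SD and a grid search over fewer model types were used. What these differences do to the lowest BMC was not tested.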
